A study of Mus musculus with 24 samples. Its data were reported in "Copy number variation in tRNA isodecoder genes impairs mammalian development and balanced translation" (2023).

How the data were processed

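RNA sequencing of total brain and liver RNA was performed by the authors on an Illumina NovaSeq instrument. There were 24 samples, with 4 genotypes (WT and mice homozygous for the loss of tRNA-Phe-3-1, tRNA-Phe-2-1 or tRNA-Phe-1-1) in each of 2 tissues and 3 replicates per group. Genotype, tissue and replicate letter were taken from the sample titles.

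Per the study's methods, the authors trimmed the reads with Trim Galore, aligned them with STAR to the mouse genome (GRCm38.p6, with nuclear copies of mitochondrial sequence masked) and quantified transcripts with Salmon in strand-aware mode with corrections for sequence and GC bias, using the GENCODE annotation and their own mitochondrial annotation. Gene estimates were summed with tximport and analysed with DESeq2 in each tissue. The deposited tables of normalised counts (a signal of estimated read counts divided by one size factor per sample, by the authors) held 55469 genes, of which 55434 had Ensembl identifiers and 35 were mitochondrial entries of the authors' own annotation. The deposited tables of comparisons held a mean signal, a log2 fold change with its error and an s-value, a kind of p-value for the sign of a change, all computed by the authors with DESeq2. The mean in these tables equalled the mean of the 12 normalised counts for 100% of genes. Bias correction and division of reads between transcripts by Salmon affect genes with close copies most, and the size factors assume that most genes did not change.

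Within a column, every normalised count was a whole multiple of one step, so 100% of the values gave whole reads after division by it. These recovered reads gave the depth of each sample, 30365760 to 46225360 reads in the brain and 32276896 to 51584522 in the liver. They are rounded estimates and not the original counts, so they describe depth and served only for an additional count test.

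Values were tested as log2(normalised count + 1) with limma 3.58.1 in R 4.3.3 (linear model per gene, moderated with a trend of the variance on the mean). Each tissue was fitted on its own with its 12 samples, and genes with a mean normalised count of at least 10 were tested (19228 in the brain and 15856 in the liver). P-values were two-sided and adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. Fold changes are on the log2(normalised count + 1) scale, which understates the change of low genes. Any difference among the 4 genotypes was tested with the moderated F-test. With 3 samples against 3, an exact permutation test of a single value cannot give a p under 0.1, so values are reported with the model's error instead. The design assumed normalised counts before the data were examined, and the tables held this unit.

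Gene lists were tested with camera (preset correlation 0.01) and with fry, both from limma, and adjusted over the 8 list tests chosen in advance. These lists were written before the data were examined, but after the study had been read. Adjusted p-values of lists in the closing observations run instead over 165 tests, which cover all lists in the comparisons with WT. Those of the fits with list scores as covariates run over these fits alone. The 3 kinds of adjusted p are thus not comparable with each other. Genes named in the text followed a rule set before the data were examined: for each knockout against WT, up to 3 largest rises and 3 largest falls among protein-coding genes past the threshold with a mean of at least 50 normalised counts and no overlap between the groups; 1 rise and 1 fall for each comparison of knockouts; the 4 genes with the lowest mean adjusted p among those called in all 3 lines; the 3 lowest adjusted p of each list; and the phenylalanine-rich and phenylalanyl-tRNA synthetase genes. A gene chosen by this rule is not reported here. The list score of a sample is the mean log2 deviation of the genes from their average over the 12 samples of the tissue. Further lists, for the clock genes in phase with Dbp or with Bmal1, glucocorticoid response, heat shock, heart muscle, oligodendrocytes and brain regions, served the closing observations. So did lists for the acute phase, the integrated stress response and activity-regulated genes. Lists of hepatocyte genes and of Mup genes were written after the data had been seen.

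Gene symbols came from a later GENCODE release (vM39) through the Ensembl identifiers and matched 93.2% of them. Gene types and protein sequences came from that release too. Positions are those of RefSeq for GRCm38.p6, found through the symbol, and no coordinate of another build was used. Correlations between comparisons that share WT samples were set against 100 random draws of unchanged groups, made from the deviations of the samples from their genotype means. No 2 replicates of the same genotype and tissue agreed within sampling noise.

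The procedure was tested on simulated counts with 200 changed genes and the real means and library sizes. In the simulated brain comparison of tRNA-Phe-1-1-/- with WT (19060 genes), limma recovered 168 changed genes with 8 false calls. In the simulated liver comparison (15699 genes) it recovered 171 with 17 false calls.

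Alternatives fixed before the data were examined were other pseudocounts (0.1 and 5), no filter or a mean of at least 50, quantile normalisation, a rescaling by trimmed means (30% trimmed at each end), no variance trend, the replicate letter as a block, the 6 samples of the compared groups alone, fry in place of camera, a stricter s-value (0.005), and leaving out each replicate in turn. The quasi-likelihood test of edgeR 4.0.16 on the recovered reads and the fits with list scores as covariates were added after the data had been seen. Figures were drawn with matplotlib 3.10.9.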

Results

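To profile the transcriptomes of mice lacking single phenylalanine tRNA genes, RNA was sequenced from the brain and the liver of wild-type (WT) mice and of mice that were homozygous for the loss of either tRNA-Phe-3-1, tRNA-Phe-2-1 or tRNA-Phe-1-1. A tRNA-Phe gene encodes the transfer RNA that brings phenylalanine to the ribosome. Each of these genes stood for one group of tRNA-Phe genes with the same sequence. There were 24 samples, with 3 replicates (A, B and C) for each of the 4 genotypes in each tissue. The total read count per sample, recovered from the normalised counts, ranged from 30365760 (tRNA-Phe-1-1-/- replicate A) to 46225360 (tRNA-Phe-2-1-/- replicate C) in the brain and from 32276896 (WT replicate C) to 51584522 (tRNA-Phe-2-1-/- replicate A) in the liver. Between 25464 and 27106 genes had a count above 0 in a brain sample, and between 20995 and 22031 genes in a liver sample. The 10 most abundant genes held 17.6% to 20.1% of the normalised counts of a brain sample and 27.8% to 30.5% of those of a liver sample. Of 7 nuclear tRNA-Phe genes in the annotation, 0 were among the genes of the tables, so the deletions themselves were not analysed here.

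The effect of each deletion on the transcriptome was examined by comparing the 3 knockout samples with the 3 WT samples of the same tissue, with one estimate of the spread from the 12 samples of that tissue. In the brain, 19228 genes were tested. The loss of tRNA-Phe-1-1 changed 202 brain genes at an adjusted p under 0.05, of which 120 were higher and 82 were lower than in WT mice. These genes had a median absolute log2 fold change of 0.72, and 60 of them changed more than 2-fold. This count rested heavily on single libraries, since it was 5 genes when WT replicate C was left out. No gene passed the threshold in the brain of tRNA-Phe-2-1-/- mice (0 genes, with 1071 at an unadjusted p under 0.05) or of tRNA-Phe-3-1-/- mice (0 genes, with 2373 at an unadjusted p under 0.05). In the latter comparison the count was 75 genes when tRNA-Phe-3-1-/- replicate B was left out. The knockout and WT samples did not overlap for 25.2%, 11.4% and 16.4% of all brain genes tested in the 3 comparisons in this order, where chance gives 10%.

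The liver samples were compared in the same way. Of 15856 genes tested, 2751 differed between tRNA-Phe-1-1-/- and WT livers (1311 higher and 1440 lower), and 868 of these changed more than 2-fold. The count was 1472 genes when WT replicate C was left out. In tRNA-Phe-2-1-/- livers 21 genes differed from WT (2 higher and 19 lower), and in tRNA-Phe-3-1-/- livers 140 genes differed (30 higher and 110 lower). Both of these counts were unstable. Without the mean-dependent prior on the variance, 0 genes passed in tRNA-Phe-2-1-/- livers (2365 genes had an unadjusted p under 0.05 with it), and without tRNA-Phe-3-1-/- replicate C the count in tRNA-Phe-3-1-/- livers was 2. The groups did not overlap for 34.8%, 25.4% and 19.9% of all liver genes tested in the 3 comparisons, against 10% by chance. Whether the number of changes differed between the tissues was not tested, since each tissue was normalised on its own.

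**Figure D1:**
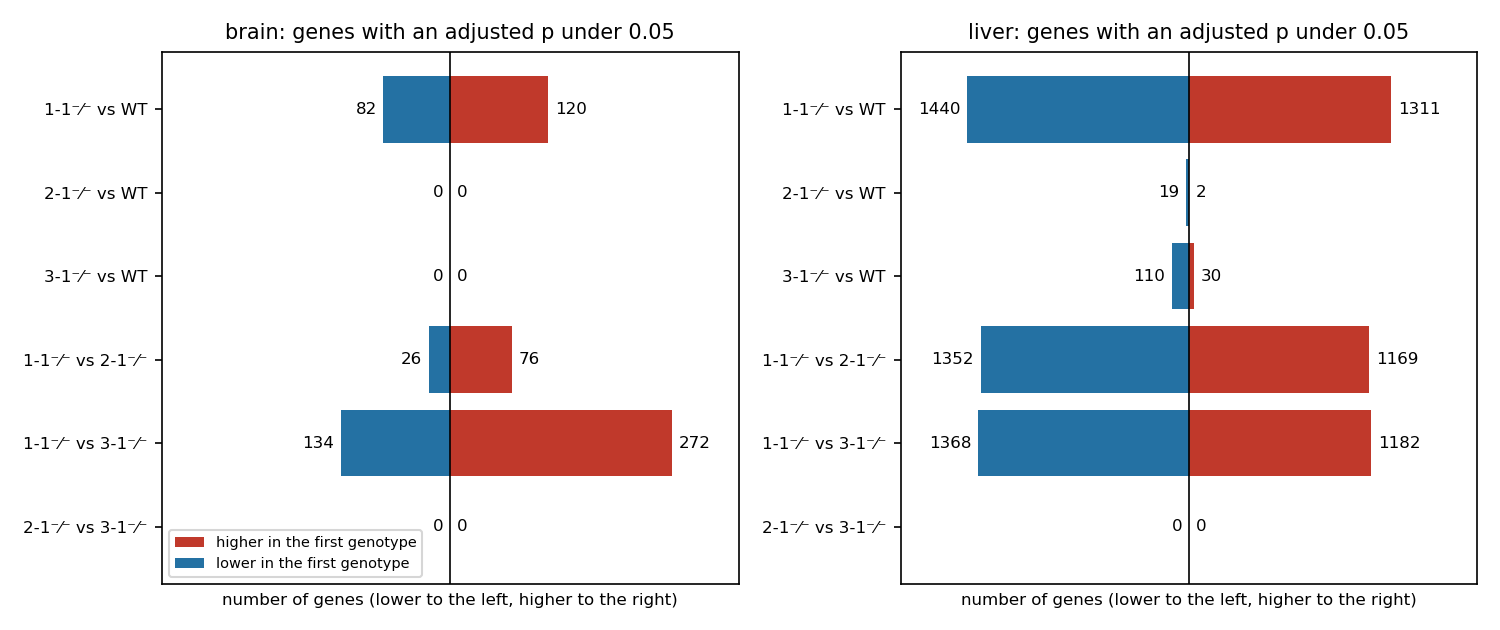
Number of genes with an adjusted p under 0.05 in each pairwise comparison of genotypes, for the brain (left) and the liver (right), with 3 samples per genotype. Bars to the right count genes higher in the first genotype named and bars to the left count genes lower in it; the horizontal scales of the panels differ, and in the liver 1311 genes were higher and 1440 lower in tRNA-Phe-1-1-/- than in WT samples.

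The knockout lines were next compared with each other. In the brain, 102 genes differed between tRNA-Phe-1-1-/- and tRNA-Phe-2-1-/- mice (76 higher and 26 lower in the former). Between tRNA-Phe-3-1-/- mice and tRNA-Phe-1-1-/- mice there were 406 genes (in the latter, 272 higher and 134 lower). In the liver these comparisons gave 2521 genes (1169 higher and 1352 lower) and 2550 genes (1182 higher and 1368 lower). Between the tRNA-Phe-3-1-/- line and the tRNA-Phe-2-1-/- line, limma called no gene in the brain (0 genes, with 1910 at an unadjusted p under 0.05). The same held in the liver (0 genes, with 1059 at an unadjusted p under 0.05). The largest changes between lines were those of Lcn2 (ENSMUSG00000026822.14, chromosome 2, 32384637 to 32387739), with a log2 fold change of 6.34 ± 1.07, adjusted p = 0.0306 for tRNA-Phe-1-1-/- against tRNA-Phe-2-1-/- brains. In the same comparison Rspo1 (ENSMUSG00000028871.7, chromosome 4, 124986401 to 125009102) fell most, at -1.46 ± 0.25, adjusted p = 0.0313. For tRNA-Phe-1-1-/- against tRNA-Phe-3-1-/- brains they were Plin4 (ENSMUSG00000002831.14, chromosome 17, 56100587 to 56109948), at 3.44 ± 0.39, adjusted p = 0.00332, and Opalin (ENSMUSG00000050121.9, chromosome 19, 41061959 to 41077113), at -1.99 ± 0.37, adjusted p = 0.0253. In the liver, Mt2 (ENSMUSG00000031762.7, chromosome 8, 94172618 to 94173567) rose most against both other lines (log2 fold change 6.61 ± 0.81, adjusted p = 0.000503 and 6.91 ± 0.81, adjusted p = 0.000433). The most reduced gene was Rfx4 (ENSMUSG00000020037.15, chromosome 10, 84756036 to 84906538) against tRNA-Phe-2-1-/- (-4.08 ± 0.66, adjusted p = 0.00245). Against tRNA-Phe-3-1-/- it was Clec2h (ENSMUSG00000030364.6, chromosome 6, 128662385 to 128677374) (-4.44 ± 0.48, adjusted p = 0.000289).

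In tRNA-Phe-1-1-/- brains the largest rises were found for Lcn2, Plin4 and Xdh (ENSMUSG00000024066.9, chromosome 17, 73883895 to 73950397). Plin4 had 862 ± 239 against 87.7 ± 14.5 normalised counts (SD, n = 3 in each group), with a log2 fold change of 3.25 ± 0.39 (SE; adjusted p = 0.0107). Xdh rose by 1.99 ± 0.26, adjusted p = 0.0126. Lcn2 had 262 ± 206 against 8.89 ± 12.8 normalised counts, a log2 fold change of 5.30 ± 1.07, adjusted p = 0.0469. Its spread between the knockout samples was nearly as large as their mean. The largest falls were those of Opalin (136 ± 51.7 against 594 ± 39.1 normalised counts; log2 fold change -2.19 ± 0.37, adjusted p = 0.0256), Rspo1 (-1.41 ± 0.25, adjusted p = 0.0318) and Trim59 (ENSMUSG00000034317.14, chromosome 3, 69035292 to 69044742) (-1.35 ± 0.27, adjusted p = 0.0419). All 3 knockout samples lay outside the range of the WT samples for each of these genes, which was part of the rule that chose them.

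In tRNA-Phe-1-1-/- livers Moxd1 (ENSMUSG00000020000.7, chromosome 10, 24223517 to 24302783), Mt2 and Saa2 (ENSMUSG00000057465.5, chromosome 7, 46751833 to 46754313) rose most. Saa2 had 20920 ± 15400 against 394 ± 281 normalised counts (log2 fold change 5.60 ± 0.74, adjusted p = 0.000656) and Mt2 had 3454 ± 4549 against 31.9 ± 12.9 normalised counts (5.79 ± 0.81, adjusted p = 0.000901). The rise of Moxd1 had a wide error (8.86 ± 2.33, adjusted p = 0.0235). Its knockout samples differed widely, at 2510, 94.3 and 2056 normalised counts. Its mean was 1.3 normalised counts in WT livers, and the fold change of so low a gene depends on the added pseudocount. The most reduced genes were Cyp2b9 (ENSMUSG00000040660.6, chromosome 7, 26173350 to 26210661) (-6.54 ± 1.34, adjusted p = 0.00716), Cyp2b10 (ENSMUSG00000030483.14, chromosome 7, 25897658 to 25926624) (-5.49 ± 1.20, adjusted p = 0.00975) and Npas2 (ENSMUSG00000026077.15, chromosome 1, 39193702 to 39363240) (9.13 ± 8.15 against 331 ± 78.8 normalised counts; -5.30 ± 0.74, adjusted p = 0.000915). Cyp2b9 varied widely between the WT livers, at 28.3, 347 and 658 normalised counts. Cyp2b9 and Cyp2b10, as well as Saa2 and Mt2, belong to families of similar genes between which reads could be divided, so their single values are uncertain.

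In tRNA-Phe-2-1-/- livers the genes that rose were Nlrp12 (ENSMUSG00000078817.4, chromosome 7, 3218643 to 3249771) (log2 fold change 0.97 ± 0.15, adjusted p = 0.038) and Hax1 (ENSMUSG00000027944.13, chromosome 3, 89995446 to 89998716) (1721 ± 41.3 against 1272 ± 68.3 normalised counts; 0.44 ± 0.07, adjusted p = 0.0348). The largest falls were those of Ppard (ENSMUSG00000002250.16, chromosome 17, 28232754 to 28301469) (164 ± 78 against 880 ± 178 normalised counts; -2.49 ± 0.36, adjusted p = 0.033), Zfp36 (ENSMUSG00000044786.6, chromosome 7, 28376784 to 28379228) (-2.14 ± 0.32, adjusted p = 0.0348) and Fras1 (ENSMUSG00000034687.8, chromosome 5, 96373777 to 96784733) (-1.94 ± 0.29, adjusted p = 0.0348). In tRNA-Phe-3-1-/- livers Cyp2a5 (ENSMUSG00000005547.14, chromosome 7, 26835339 to 26843264) (1.51 ± 0.28, adjusted p = 0.038), Dbf4 (ENSMUSG00000002297.16, chromosome 5, 8396969 to 8422725) (1.29 ± 0.19, adjusted p = 0.0229) and Oat (ENSMUSG00000030934.9, chromosome 7, 132557475 to 132576398) (1.15 ± 0.21, adjusted p = 0.0353) rose most. In the same livers Pnpla3 (ENSMUSG00000041653.5, chromosome 15, 84167776 to 84189521) (33.9 ± 9.43 against 386 ± 190 normalised counts; -3.39 ± 0.68, adjusted p = 0.0465), Ppard (-3.21 ± 0.36, adjusted p = 0.00804) and Fam222a (ENSMUSG00000041930.7, chromosome 5, 114568251 to 114613220) (-2.93 ± 0.58, adjusted p = 0.0432) fell most. Cyp2a5 also belongs to a family of similar genes, and its value carries the same uncertainty.

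Since protein folding was among the processes of interest, 22 genes for chaperones and folding factors of the endoplasmic reticulum (ER) were examined as a list. The lists of genes were chosen from the study of these samples, so they are not independent evidence. In tRNA-Phe-1-1-/- brains the median log2 fold change of the ER list was 0.44, with 20 of 22 genes higher (camera adjusted p = 4.83e-17 over the 8 list tests). Of these genes, 9 passed the threshold over all genes tested and 16 when adjusted over the list alone. In tRNA-Phe-1-1-/- livers the median was 0.74 with 22 of 22 genes higher (adjusted p = 3.91e-12), and 15 genes passed over all genes tested and 18 when adjusted over the list alone. The score of the list was higher in 3 of 3 knockout samples than in every WT sample in both tissues. Hspa5 (ENSMUSG00000026864.13, chromosome 2, 34772090 to 34776529) had 15711 ± 1354 against 8792 ± 888 normalised counts in the brain (0.84 ± 0.13, adjusted p = 0.0198), and Calr (ENSMUSG00000003814.8, chromosome 8, 84842088 to 84846931) (0.57 ± 0.07, adjusted p = 0.0103) and Pdia6 (ENSMUSG00000020571.12, chromosome 12, 17266589 to 17284785) (0.66 ± 0.08, adjusted p = 0.0114) also rose there. In the liver Sdf2l1 (ENSMUSG00000022769.9, chromosome 16, 17130138 to 17132383) had 2607 ± 154 against 1022 ± 277 normalised counts (1.38 ± 0.21, adjusted p = 0.00142), followed by Dnajb11 (ENSMUSG00000004460.17, chromosome 16, 22857845 to 22879634) (0.92 ± 0.14, adjusted p = 0.00128) and Dnajc3 (ENSMUSG00000022136.8, chromosome 14, 118937932 to 118981702) (0.88 ± 0.11, adjusted p = 0.000607). Both list results held under fry, which takes the correlation between genes from the data (adjusted p = 0.000548 and 0.00121).

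**Figure D2:**
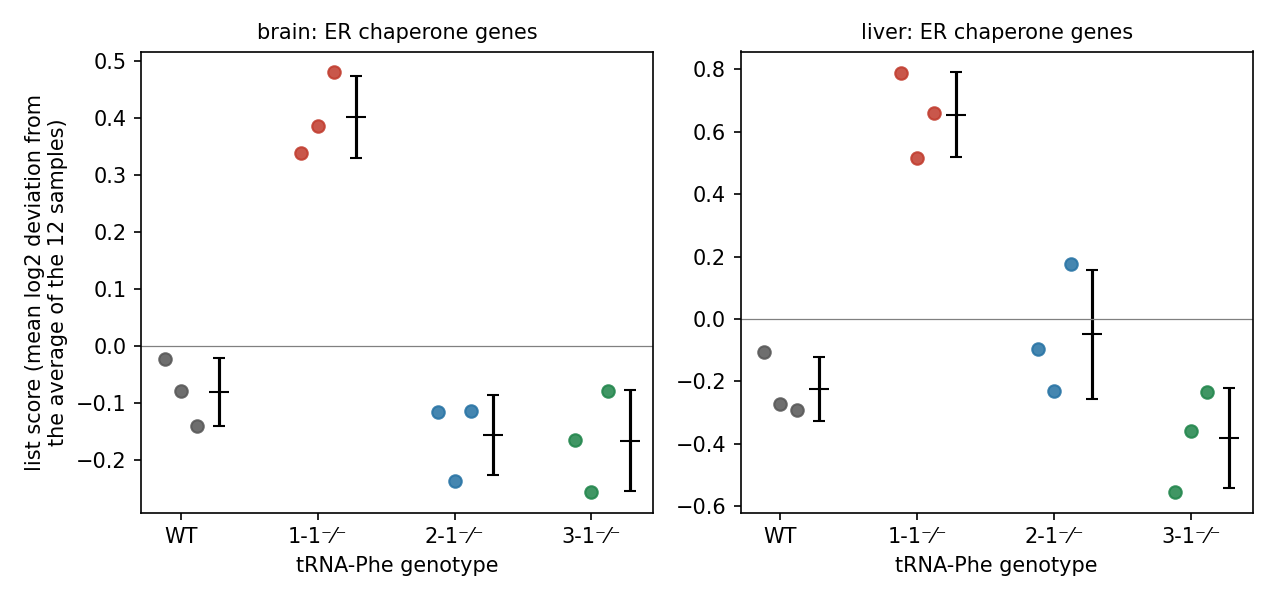
Score of the ER chaperone list in each brain (left) and liver (right) sample, as the mean log2 deviation of its genes from the average of the 12 samples of the tissue. Dots are samples, bars show the mean ± SD of 3 samples, and in both panels the 3 tRNA-Phe-1-1-/- samples lie above every other sample.

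Genes of fatty acid synthesis were lower in the livers of all 3 lines than in the same 3 WT livers. The 3 comparisons are thus not independent, and high levels in these WT livers alone would give all 3 results. The median log2 fold change of the 20 genes was -1.01 in tRNA-Phe-1-1-/- (adjusted p = 8.21e-06; 12 genes passed over all genes tested and 12 when adjusted over the list alone), -0.75 in tRNA-Phe-2-1-/- (3.91e-12; 1 and 11 genes) and -0.93 in tRNA-Phe-3-1-/- livers (1.73e-12; 5 and 12 genes). The list score was below every WT sample in 3 of 3 samples of each line, and these results held under fry (adjusted p = 0.00653, 0.00902 and 0.00653). In tRNA-Phe-1-1-/- livers Gpam (ENSMUSG00000024978.11, chromosome 19, 55067635 to 55127319) (-1.43 ± 0.16, adjusted p = 0.00031) and Acss2 (ENSMUSG00000027605.18, chromosome 2, 155518043 to 155562743) (4895 ± 1848 against 22766 ± 5630 normalised counts; -2.25 ± 0.27, adjusted p = 0.000378) were reduced. In tRNA-Phe-3-1-/- livers Acacb (ENSMUSG00000042010.16, chromosome 5, 114146321 to 114250761) (-1.58 ± 0.25, adjusted p = 0.0263) and Srebf1 (ENSMUSG00000020538.15, chromosome 11, 60199084 to 60224186) (-0.78 ± 0.14, adjusted p = 0.0328) were reduced. In tRNA-Phe-2-1-/- livers the falls of Pnpla3 (-3.55 ± 0.68, adjusted p = 0.0684) and Srebf1 (-0.65 ± 0.14, adjusted p = 0.0785) were not past the threshold.

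A list of 22 mitosis genes was higher in tRNA-Phe-3-1-/- livers, with a median log2 fold change of 1.25 and 22 of 22 genes higher (adjusted p = 1.11e-09, and 0.0413 under fry). Of these genes 0 passed over all genes tested and 7 when adjusted over the list alone. The list score was above every WT sample in 2 of 3 knockout samples. Kif11 (ENSMUSG00000012443.4, chromosome 19, 37376382 to 37421863) (1.33 ± 0.29, adjusted p = 0.059), Cenpe (ENSMUSG00000045328.11, chromosome 3, 135212563 to 135273540) (1.86 ± 0.53, adjusted p = 0.118) and Ube2c (ENSMUSG00000001403.13, chromosome 2, 164769929 to 164772902) (2.12 ± 0.59, adjusted p = 0.114) had the lowest adjusted p of the list. The 28 genes of synaptic transmission did not differ as a list in tRNA-Phe-1-1-/- brains (median log2 fold change -0.09, adjusted p = 0.0586; 1 gene passed over all genes tested and 3 when adjusted over the list alone). In tRNA-Phe-3-1-/- brains their median was -0.25 (adjusted p = 0.000197; 0 genes and 9 genes), with 2 of 3 samples below every WT sample, and this result did not hold under fry (adjusted p = 0.107). Syt2 (ENSMUSG00000026452.15, chromosome 1, 134646534 to 134753149) fell by 1.12 ± 0.18 in tRNA-Phe-1-1-/- brains (adjusted p = 0.0202), from 2788 ± 641 to 1275 ± 255 normalised counts. Its fall was of similar size in tRNA-Phe-3-1-/- brains but not past the threshold there (-1.16 ± 0.18, adjusted p = 0.12). In tRNA-Phe-1-1-/- brains Gabrb2 (ENSMUSG00000007653.12, chromosome 11, 42419515 to 42632591) (-0.30 ± 0.07, adjusted p = 0.0702) was not past the threshold.

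**Figure D3:**
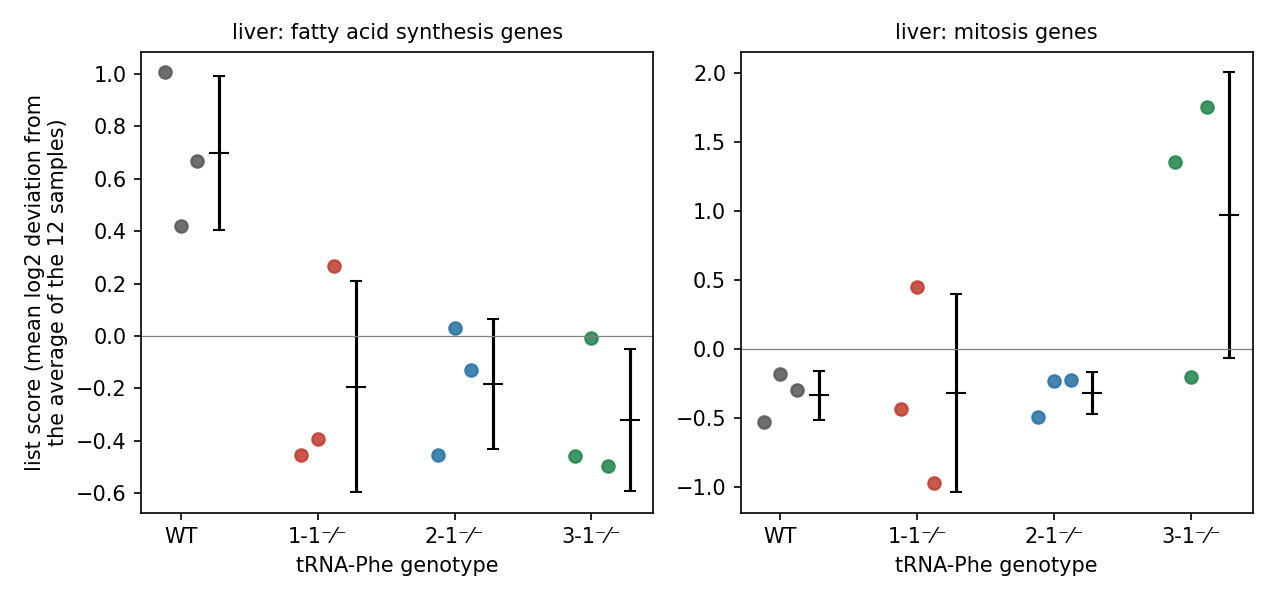
Scores of the fatty acid synthesis list (left) and the mitosis list (right) in each liver sample, as the mean log2 deviation of the genes from the average of the 12 liver samples. Dots are samples and bars show the mean ± SD of 3 samples; the WT samples have the 3 highest fatty acid synthesis scores, and 2 of 3 tRNA-Phe-3-1-/- samples have the highest mitosis scores.

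Changes common to the 3 lines were assessed next. Across genes, which are not independent replicates, the log2 fold changes against WT had Spearman correlations of 0.409, 0.337 and 0.447 in the brain (tRNA-Phe-1-1-/- with tRNA-Phe-2-1-/-, tRNA-Phe-1-1-/- with tRNA-Phe-3-1-/-, and tRNA-Phe-2-1-/- with tRNA-Phe-3-1-/-) and 0.345, 0.372 and 0.633 in the liver. Simulated unchanged groups compared with the same WT samples gave a median of 0.458 in the brain and 0.448 in the liver over 100 draws, with 95% of the draws between -0.00989 and 0.793 and between -0.176 and 0.818. The observed values were thus not above those from shared controls. In the liver 11 genes were lower in all 3 lines and 0 were higher. Those with the lowest adjusted p were Slc25a23 (ENSMUSG00000046329.14, chromosome 17, 57043711 to 57059909), Zmiz1 (ENSMUSG00000007817.15, chromosome 14, 25457875 to 25666743), Ppard and Acly (ENSMUSG00000020917.17, chromosome 11, 100476352 to 100528000). Slc25a23 had log2 fold changes of -0.76 ± 0.11, adjusted p = 0.000915, of -0.98 ± 0.11, adjusted p = 0.0139 and of -1.09 ± 0.11, adjusted p = 0.00304 in the 3 lines. Acly had 42343 ± 4921 normalised counts in WT livers and 12732 ± 3201, 13906 ± 3166 and 15049 ± 4153 in the 3 lines. For Zmiz1 the values were 1666 ± 360 in WT livers and 1075 ± 47.9, 755 ± 46.0 and 728 ± 90.3 in the lines, and Ppard fell in tRNA-Phe-1-1-/- livers as well (-2.50 ± 0.36, adjusted p = 0.0011). All 11 genes were compared with the same 3 WT samples.

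The changes in tRNA-Phe-1-1-/- mice were compared between the tissues, each normalised on its own. Across 14456 genes tested in both, the log2 fold changes of brain and liver had a Spearman correlation of 0.216, where 100 draws of unchanged groups gave values between -0.0825 and 0.0781. Of 157 genes changed in the brain and 2430 in the liver, 66 were changed in both, against 26.4 by chance. Among these, 53 were higher and 8 lower in both tissues, and 5 changed in opposite directions. The corresponding correlations were 0.0331 for tRNA-Phe-2-1-/- and 0.0332 for tRNA-Phe-3-1-/- mice, within the range of the unchanged groups.

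The messenger RNAs of 5 phenylalanine-rich proteins were measured in the brain to ask whether they changed with the proteins. None passed the threshold in the brain of a knockout line over all genes tested or when adjusted over the list alone (0 of 5 genes). Of these, 2 were tested in the liver. In tRNA-Phe-1-1-/- livers Ncald (-0.70 ± 0.25) and Capza1 (0.24 ± 0.10) passed over the list alone (adjusted p = 0.0298 for each). They did not pass over all genes tested there (adjusted p = 0.0801 and 0.112). In tRNA-Phe-1-1-/- brains the log2 fold change was -0.09 ± 0.21, adjusted p = 0.868 for Calb1 (ENSMUSG00000028222.2, chromosome 4, 15881264 to 15906709), 0.45 ± 0.98, adjusted p = 0.862 for Calb2 (ENSMUSG00000003657.9, chromosome 8, 110142526 to 110168212) and -0.07 ± 0.18, adjusted p = 0.883 for Ncald (ENSMUSG00000051359.15, chromosome 15, 37366175 to 37792519). It was 0.56 ± 0.26, adjusted p = 0.318 for Slc32a1 (ENSMUSG00000037771.11, chromosome 2, 158607260 to 158615747) and 0.05 ± 0.16, adjusted p = 0.905 for Capza1 (ENSMUSG00000070372.11, chromosome 3, 104822781 to 104864505). Calb2 varied widely between replicates of every genotype. Its change in tRNA-Phe-3-1-/- brains (2.17 ± 0.98, adjusted p = 0.404) was not past the threshold. However, replicates B and C of that line (1999 and 3586 normalised counts) lay above every brain sample of the other genotypes. The subunits of the phenylalanyl-tRNA synthetase did not change past the threshold in either tissue of tRNA-Phe-1-1-/- mice. Farsa (ENSMUSG00000003808.18, chromosome 8, 84856969 to 84869257) had a log2 fold change of 0.06 ± 0.10, adjusted p = 0.811 in the brain and 0.31 ± 0.13, adjusted p = 0.118 in the liver, and Farsb (ENSMUSG00000026245.16, chromosome 1, 78417958 to 78488897) of 0.09 ± 0.10, adjusted p = 0.722 and -0.06 ± 0.10, adjusted p = 0.716.

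The authors' deposited tables of comparisons held s-values, which bound the chance that the sign of a change past a 1.5-fold threshold is wrong. At an s-value under 0.01, the authors' deposited tables held 62 genes (35 higher and 27 lower) for tRNA-Phe-1-1-/-, 3 (3 and 0) for tRNA-Phe-2-1-/- and 38 (23 and 15) for tRNA-Phe-3-1-/- against WT in the brain. For the liver the authors' deposited tables held 701 (270 and 431), 29 (6 and 23) and 53 (17 and 36) genes. Of the genes in the authors' deposited tables, 48, 0 and 0 were also called by limma in the brain and 668, 7 and 37 in the liver. Over the 12 comparisons the authors' deposited tables held 2245 calls, and those that were tested by limma had the same direction there.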

Values the study reported

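The study reported 475 genes with lower and 691 genes with higher expression in the brain of tRNA-Phe-1-1-/- mice. By mass spectrometry, it reported 170 changed proteins in the brain and 128 in the liver.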

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

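The covariate tests of Pnpla3 below were chosen after its values had been seen, although the outcomes of these tests had not been. Pnpla3 drew attention because all 3 tRNA-Phe-2-1-/- samples lay above the WT samples in the brain and all 3 lay below them in the liver. In the brain its level was 208 ± 36.3 against 184 ± 2.44 normalised counts (SD, n = 3; log2 fold change 0.17, adjusted p = 0.965), and in the liver it was 35.4 ± 24.8 against 386 ± 190 (log2 fold change -3.55, adjusted p = 0.0684). The difference between the tissues was not tested, because each tissue was normalised on its own. The brain change is smaller than the spread of the knockout samples, so the contrast rests on the fall in the liver. That fall was of similar size in the livers of tRNA-Phe-1-1-/- mice (-3.21, adjusted p = 0.00858) and tRNA-Phe-3-1-/- mice (-3.39, adjusted p = 0.0465), so the tables give no sign that it is specific to one line. All 3 comparisons use the same WT samples, in which Pnpla3 ranged from 216 to 591 normalised counts. A shift of the circadian clock in the liver was weighed as a cause. With the score of the clock genes in phase with Dbp as a covariate, the log2 fold change was -3.56 ± 0.70 (SE), but these genes hardly differed between tRNA-Phe-2-1-/- and WT livers (median log2 fold change -0.00221), so that fit decides nothing. The clock genes in phase with Bmal1 were below every WT sample in 3 of 3 of these livers (-0.61). With their score as a covariate the log2 fold change of Pnpla3 was -3.56 ± 0.78 (SE, unadjusted p = 0.000821), which argues against a shift of these genes as the whole cause. Feeding state and the deletion itself stay open, and neither was tested.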

How the results depend on the processing

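The edgeR test and the fits with list scores as covariates were chosen only after the results had been seen; the other alternatives were fixed before the data were examined. The 2 other pseudocounts and the rescaling by trimmed means moved no count of genes by over 1.5 times and changed no list result, and the scaling alternatives shifted the median of all genes by less than 0.1 on the log2 scale. EdgeR on the recovered reads, which was not run on the lists, moved no count by over 1.5 times either. With it (100% of the values gave whole reads), the counts against WT were 187 for tRNA-Phe-1-1-/-, 0 for tRNA-Phe-2-1-/- and 0 for tRNA-Phe-3-1-/- brains, and 2703, 20 and 140 for the livers in the same order. The rise of the ER list in both tissues of tRNA-Phe-1-1-/- mice, the fall of the fatty acid synthesis list in the livers of all 3 lines and the rise of the mitosis list in tRNA-Phe-3-1-/- livers kept their direction and stayed past the threshold under the 17 alternatives run for each. The fits with the clock and glucocorticoid scores are not among these 17 and are given with the observations. There the ER list was not past the threshold under fry in 2 of 4 fits. Adjustment over the 165 list tests is not among the 17 either. With it the fry adjusted p was 0.176 for the mitosis list in tRNA-Phe-3-1-/- livers. It was 0.0517 for the fatty acid synthesis list in tRNA-Phe-2-1-/- livers, so neither was past the threshold.

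The number of brain genes past the threshold was not stable. Without a filter on low values it was 95 for tRNA-Phe-1-1-/- against WT, 1 for tRNA-Phe-2-1-/- against WT, 1 for tRNA-Phe-3-1-/- against WT, 222 for tRNA-Phe-1-1-/- against tRNA-Phe-3-1-/- and 71 for any difference among genotypes. In the liver that setting gave 1 for tRNA-Phe-2-1-/- against tRNA-Phe-3-1-/-. It adds genes near the floor to the number tested, 34296 in the brain and 28430 in the liver. Without a variance trend the brain counts were 103 for tRNA-Phe-1-1-/- against WT, 62 for tRNA-Phe-1-1-/- against tRNA-Phe-2-1-/-, 236 for tRNA-Phe-1-1-/- against tRNA-Phe-3-1-/-, 1 for tRNA-Phe-2-1-/- against tRNA-Phe-3-1-/- and 49 for any difference among genotypes. The liver counts were 0 for tRNA-Phe-2-1-/- against WT (2365 genes had an unadjusted p under 0.05 with the trend) and 33 for tRNA-Phe-3-1-/- against WT. The cause was not tested.

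Fits on the 6 samples of the compared groups alone have fewer samples to estimate the spread. They gave 6 genes for tRNA-Phe-1-1-/- against tRNA-Phe-2-1-/-, 5 for tRNA-Phe-1-1-/- against tRNA-Phe-3-1-/- and 6 for tRNA-Phe-2-1-/- against tRNA-Phe-3-1-/- brains. In the liver they gave 1808 for tRNA-Phe-1-1-/- against WT, 167 for tRNA-Phe-2-1-/- against WT, 8 for tRNA-Phe-3-1-/- against WT, 931 for tRNA-Phe-1-1-/- against tRNA-Phe-3-1-/- and 1 for tRNA-Phe-2-1-/- against tRNA-Phe-3-1-/-. In these fits 2 of the gene and comparison pairs of the phenylalanine-rich list passed when adjusted over the list alone.

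The replicate letters did not pair the samples. The deviations of samples with the same letter had correlations between -0.164 and 0.492 in the brain (7 of 18 pairs over 0.1) and between -0.294 and 0.236 in the liver (3 of 18). With the letter as a replicate block, 66 brain genes differed among genotypes, 1 gene differed in tRNA-Phe-2-1-/- livers and 9 in tRNA-Phe-3-1-/- livers against WT. The block moved no other count of genes by over 1.5 times.

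The correlation of brain and liver log2 fold changes in tRNA-Phe-1-1-/- mice was 0.129 without a filter, 0.233 with a mean of at least 50 normalised counts and 0.203 after quantile normalisation. The synaptic transmission list in tRNA-Phe-1-1-/- brains kept its median of -0.087 and passed the threshold with the mean of at least 50 (adjusted p = 0.0458, with 0.00224 to 0.339 over its alternatives). It passed under 4 of 17 alternatives. The rest of these were the fits without WT replicate A (adjusted p = 0.00224) and without tRNA-Phe-1-1-/- replicate A (0.0278) or B (0.042). In tRNA-Phe-3-1-/- brains its median of -0.249 was not past the threshold under fry, and with the hypothalamus and striatum scores as covariates the median was 0.0577, on the other side of 0. These covariates raised the brain counts to 628 for tRNA-Phe-1-1-/- against WT, 14 for tRNA-Phe-3-1-/- against WT, 577 for tRNA-Phe-1-1-/- against tRNA-Phe-2-1-/-, 2 for tRNA-Phe-2-1-/- against tRNA-Phe-3-1-/- and 457 among genotypes, and lowered tRNA-Phe-1-1-/- against tRNA-Phe-3-1-/- to 262. With the Mup score as a covariate, the liver counts against WT were 1 for tRNA-Phe-2-1-/- and 23 for tRNA-Phe-3-1-/-. The cause was not tested.

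Across the fits that each left out one replicate, the brain counts ranged from 5 (without WT replicate C) to 163 for tRNA-Phe-1-1-/- against WT, from 0 to 75 (without tRNA-Phe-3-1-/- replicate B) for tRNA-Phe-3-1-/- against WT, from 11 to 81 for tRNA-Phe-1-1-/- against tRNA-Phe-2-1-/-, from 48 to 411 for tRNA-Phe-1-1-/- against tRNA-Phe-3-1-/-, from 0 to 2 for tRNA-Phe-2-1-/- against tRNA-Phe-3-1-/- and from 3 to 177 among genotypes. The liver counts ranged from 1472 (without WT replicate C) to 2559 for tRNA-Phe-1-1-/- against WT, from 0 to 38 for tRNA-Phe-2-1-/- against WT, from 2 (without tRNA-Phe-3-1-/- replicate C) to 212 for tRNA-Phe-3-1-/- against WT, from 1150 to 2572 for tRNA-Phe-1-1-/- against tRNA-Phe-2-1-/-, from 1512 to 2474 for tRNA-Phe-1-1-/- against tRNA-Phe-3-1-/- and from 1352 to 2729 among genotypes. In the same fits the synaptic transmission list ranged from -0.202 to 0.0163 in tRNA-Phe-1-1-/- brains and from -0.371 to -0.0763 (without tRNA-Phe-3-1-/- replicate C) in tRNA-Phe-3-1-/- brains, the mean correlation shared by the lines from 0.349 to 0.504 in the brain and from 0.394 to 0.542 in the liver, the brain and liver correlation from 0.198 to 0.216, and the phenylalanine-rich list from 0 to 2 pairs past the threshold. Fewer samples also mean a larger error in each of these fits. Of the named genes, 138 of 534 such fits took a gene back under the threshold. None of the genes past the threshold changed direction in them, while genes that were not past it, such as Calb2 in tRNA-Phe-1-1-/- brains (-0.381 to 1.05), changed sign in some.

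Other splits of the samples were also counted. With 3 samples against 3 there are 10 splits, so a share under 0.1 cannot be reached and this share alone does not exclude chance for a pairwise comparison. For the counts of genes, 1 of 10 splits (the real one) gave as many in the 3 comparisons of tRNA-Phe-1-1-/- with another genotype in both tissues, and in the other 2 lines against WT in the liver. The largest count among the other splits was 1 against 202 for tRNA-Phe-1-1-/- against WT in the brain and 1 against 2751 in the liver. It was 0 against tRNA-Phe-2-1-/- and 2 against tRNA-Phe-3-1-/- in both tissues, and 1 for each of the other 2 lines against WT in the liver. These splits mix genotypes, which also raises their error. All 10 of 10 splits gave at least the count of 0 in the brain for the other 2 lines against WT (1071 and 2373 genes at an unadjusted p under 0.05), and in both tissues for tRNA-Phe-2-1-/- against tRNA-Phe-3-1-/- (1910 and 1059). A count of 0 is always reached. Another split gave up to 2 genes for tRNA-Phe-2-1-/- and 3 for tRNA-Phe-3-1-/- against WT in the brain. For tRNA-Phe-2-1-/- against tRNA-Phe-3-1-/- the largest such count was 13 in the brain and 1 in the liver. For the lists, 1 of 10 splits gave as large a median for the ER list in both tissues and for the fatty acid synthesis list in all 3 lines, 2 of 10 for the mitosis list, 6 of 10 for the synaptic list in tRNA-Phe-1-1-/- and 3 of 10 in tRNA-Phe-3-1-/- brains. Among 100 splits of the 12 samples into 4 groups, 2 in the brain and 1 in the liver, the real one included, gave as many genes differing among genotypes. The other brain split gave 265 genes, more than the 122 of the real one, and the largest count of another liver split was 16 against 2688.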

Other observations

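The tests of collection time, brain regions, liver RNA, heart tissue, sex and the deletion of one gene were chosen only after their results had been seen, and the covariate, depth, phenylalanine and position tests were chosen after the patterns they address had been seen but before their own outcomes.

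The number of brain genes past the threshold in tRNA-Phe-1-1-/- mice here was 202 (120 higher and 82 lower). That is lower than the values quoted from the study above. The study's passage with those values states no cut-off. Captions elsewhere in the study give an s-value under 0.01 or an adjusted p under 0.05 for brain transcripts. Which of these gave the values is not stated, so the difference is unexplained. The authors' deposited table of this comparison held 62 genes at an s-value under 0.01, which is also fewer. Its s-values refer to changes past a 1.5-fold threshold, so the measures are unlike.

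Clock genes differed widely between the liver samples. Dbp, which oscillates over the day, had 67.4, 28.7 and 67.5 normalised counts in the WT livers, 2776, 853 and 3069 in tRNA-Phe-1-1-/-, 36.9, 84.8 and 383 in tRNA-Phe-2-1-/- and 170, 2173 and 1343 in tRNA-Phe-3-1-/- livers (replicates A, B and C). Bmal1, which runs in the opposite phase, had 1479, 1591 and 1889 in WT and 98.8, 466 and 101 in tRNA-Phe-1-1-/- livers. The median log2 fold change of the genes in phase with Dbp was 2.5 in tRNA-Phe-1-1-/- livers (fry adjusted p = 0.0242) and 1.40 in tRNA-Phe-3-1-/- livers (fry adjusted p = 0.266), and that of the genes in phase with Bmal1 was -1.08 and -1.18. The score of 3 of 3 tRNA-Phe-1-1-/- livers was above every WT liver. These changes may come from collection of the livers at other times of day. If so, brain and liver of one animal would shift together, but whether samples with the same letter come from one animal is not known. Over the 12 pairs of samples with the same genotype and letter, the deviations of the Dbp-phase scores from the genotype means had a Pearson correlation of 0.610 (exact permutation p = 0.00694 within genotypes) and a Spearman correlation of 0.692 (exact permutation p = 0.00386), and Pearson's r was 0.828 without the 2 farthest samples. However, the Dbp-phase list had a median of 0.26 in tRNA-Phe-1-1-/- brains (camera adjusted p = 0.000539, fry adjusted p = 0.0691). It hardly moved in tRNA-Phe-3-1-/- brains (median -0.00283, camera adjusted p = 0.982, fry adjusted p = 0.994), in whose livers its median was 1.40. The labels give no collection time, and a change of the clock caused by the genotype cannot be told apart from a difference in collection time.

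A shift of the clock was therefore weighed as a cause of the results of the ER and fatty acid synthesis lists. The mitosis and synaptic transmission lists were not tested in this way. Genotype held 79.3% of the variance of the clock score in the liver and 77.6% in the brain, so a covariate removes part of any genotype effect too. With the Dbp-phase score as a covariate, the ER list in tRNA-Phe-1-1-/- brains had a median log2 fold change of 0.477 (fry adjusted p = 0.00706), and the fatty acid synthesis list in the liver had -1.52 in tRNA-Phe-1-1-/- mice, -0.765 in tRNA-Phe-2-1-/- mice and -1.34 in tRNA-Phe-3-1-/- mice (fry adjusted p = 0.0125, 0.0111 and 0.00786). These values argue against a clock shift as the whole cause, except in tRNA-Phe-2-1-/- livers, where the Dbp-phase genes hardly differed from WT and that fit decides nothing. With the score of the Bmal1-phase genes, which did differ there, the list had -0.931 (fry adjusted p = 0.0104), which argues against a shift of these genes as the whole cause. The clock covariate left 1 gene past the threshold in tRNA-Phe-1-1-/- brains, against 202 without it. In the livers it left 1163 genes in tRNA-Phe-1-1-/-, 131 in tRNA-Phe-2-1-/- and 39 in tRNA-Phe-3-1-/- mice, against 2751, 21 and 140. The ER list in tRNA-Phe-1-1-/- livers had a median of 0.28 (camera adjusted p = 0.0183, fry adjusted p = 0.181), so there a clock shift and an effect of the deletion cannot be told apart. Against the clock, the ER list had a median of -0.18 in tRNA-Phe-3-1-/- livers, in which the Dbp-phase genes rose.

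Glucocorticoid-responsive genes rose in tRNA-Phe-1-1-/- mice as well, with a median log2 fold change of 0.93 in the brain and 1.41 in the liver and 3 of 3 samples above every WT sample in each tissue. Plin4, Lcn2 and Mt2, named among the largest rises, belong to this list. Acute-phase genes rose in tRNA-Phe-1-1-/- livers as well (median 1.64, 11 of 11 genes higher, camera adjusted p = 2.31e-08, fry adjusted p = 0.0105). The 4 of them tested in the brain did not (-0.19, fry adjusted p = 0.697). The study reported congestion and necrosis in livers of this line. An acute-phase response was not separated from a glucocorticoid response here. Heat shock genes of the cytosol rose in the brain and the liver too (0.47 and 0.83). Genes of the integrated stress response rose in tRNA-Phe-1-1-/- brains (median 0.17, 19 of 22 genes higher, camera adjusted p = 0.00197, fry adjusted p = 0.022). In tRNA-Phe-1-1-/- livers their median was 0.30 (camera adjusted p = 0.295, fry adjusted p = 0.288). With the glucocorticoid score as a covariate the ER list had a median of 0.843 in the liver (fry adjusted p = 0.0239), while the median of the glucocorticoid genes went from 1.41 to 0.386. The part of that response which the covariate removed is thus not the whole cause there. Genotype held 91.8% of the variance of the score in the liver, no single gene passed the threshold in this fit (0 genes, with 2079 at an unadjusted p under 0.05), and the part of the response that remained is not excluded. In the brain it had a median of 0.454 (camera adjusted p = 1.6e-06, fry adjusted p = 0.102), and 0 single genes were past the threshold in that fit (726 at an unadjusted p under 0.05). Genotype held 93.9% of the variance of this score in the brain, and there a stress response of the animals and an effect of the deletion cannot be told apart.

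Thinning every liver library to the depth of the smallest, 32276896 reads, gave 2625 genes in tRNA-Phe-1-1-/- against WT, of which 2519 were among the 2751 found at full depth. A difference in depth thus does not account for the count.

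The replicate letters could mark one animal in both tissues. Over 14456 genes the mean correlation of same-letter deviations between brain and liver was 0.0226, and 88 of 1296 pairings within genotypes gave a value as high, a share of 0.0679. Whether a letter marks one animal cannot be told from this test, which does not reach a share under 0.05. For the Dbp-phase clock scores above, 9 of 1296 pairings gave a value as high, a share of 0.00694. The measures differ, and the question stays open.

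Brain replicates of one genotype differed in genes of brain regions, which suggests that the pieces held different shares of regions. For 7 of 8 lists of region genes, the deviations from the genotype means were more correlated within the list than in each of 1000 random lists matched on expression, with mean correlations of 0.978 for the striatum, 0.917 for the thalamus, 0.761 for the choroid plexus, 0.706 for cortical pyramidal neurons, 0.476 for the olfactory bulb, 0.364 for the hypothalamus and 0.337 for the cerebellum. The exception was the dentate gyrus (0.0559, above 80.6% of the random lists). This spread enters the error of the brain comparisons, and it enters their fold changes where the lists differ between genotypes. The olfactory bulb list had a median log2 fold change of 1.44 in tRNA-Phe-1-1-/- brains and 1.95 in tRNA-Phe-3-1-/- brains, and 3 of 3 samples of each were above every WT sample (fry adjusted p = 0.231 and 0.167). The choroid plexus list (-2.04, fry adjusted p = 0.616) and a list of oligodendrocyte genes with Opalin (-0.98, fry adjusted p = 0.172) were below every WT sample in 3 of 3 tRNA-Phe-1-1-/- brains, and the striatum list was above in 3 of 3 tRNA-Phe-3-1-/- brains (1.23, fry adjusted p = 0.616). A list of activity-regulated genes was lower in tRNA-Phe-3-1-/- brains (median -1.38, camera adjusted p = 3.09e-13, fry adjusted p = 0.0466), with 3 of 3 samples below every WT sample. In tRNA-Phe-2-1-/- brains its median was -0.93 (camera adjusted p = 1.26e-10, fry adjusted p = 0.19), and in tRNA-Phe-1-1-/- brains it was -0.08. Whether such differences come from the pieces or from the genotypes was not tested.

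Liver transcripts were found in brain libraries at low and uneven levels. Alb had 625, 227 and 140 normalised counts in WT, 851, 5.20 and 36.1 in tRNA-Phe-1-1-/-, 310, 599 and 877 in tRNA-Phe-2-1-/- and 3.23, 9.60 and 36.5 in tRNA-Phe-3-1-/- brains, against a mean of 1872840 in the liver. For 20 of 20 hepatocyte genes the brain mean was within 2-fold of one common share of the liver level, 0.0208%, which is consistent with liver RNA in the brain libraries. In single libraries the proportions held for 3 to 20 of the 20 genes. Shares this small bear on genes that are abundant in the liver and low in the brain.

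Myh6, a gene of heart muscle, had 481, 28.5 and 18.1 normalised counts in the WT brains and 7.82, 76.1 and 62.3 in the WT livers, while no knockout sample exceeded 3.44. The heart muscle list had a median log2 fold change of -0.36 in tRNA-Phe-1-1-/-, -0.22 in tRNA-Phe-2-1-/- and -0.37 in tRNA-Phe-3-1-/- brains. In each line 3 of 3 brain samples were below every WT sample. A trace of heart tissue in brain WT replicate A could be the source in that library. However, 4 of 9 heart genes were highest in that library, and 4 of the other 5 are expressed in every brain library. This source thus cannot be told apart from others. Heart tissue in that piece would not account for Myh6 in the other WT brains or in the WT livers. What raised Myh6 in the WT samples of both tissues was not tested, and every comparison with WT uses these samples.

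The male-pattern Mup genes had a median log2 fold change of 2.31 in tRNA-Phe-2-1-/- livers (camera adjusted p = 7.08e-08, fry adjusted p = 0.221). Against the same WT livers it was 1.53 in tRNA-Phe-1-1-/- (camera adjusted p = 0.255, fry adjusted p = 0.732). In tRNA-Phe-3-1-/- livers it was 1.44 (camera adjusted p = 0.00775, fry adjusted p = 0.583). Cyp2a4, usually higher in females, had 3514 and 1612 normalised counts in WT replicates B and C and 7.82 in WT replicate A. It had 1535 in tRNA-Phe-3-1-/- replicate A. Livers of female mice were considered as a cause. Xist did not exceed 14.3 normalised counts in a liver library, and Ddx3y was at least 2316, which argues against female livers. What drives this spread was not tested. Cyp2b9 and Cyp2b10, named above, were also lowest in WT replicate A among the WT livers (28.3 and 18.6 normalised counts).

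One gene, ENSMUSG00000104896.1, was at 0 in all 3 tRNA-Phe-1-1-/- brains and between 284 and 1398 normalised counts in the other 9 brain libraries. It was the 1 gene at 0 in a knockout group and above 100 in every other library of that tissue. A deletion of the gene in these mice could give this, but its lowest level in tRNA-Phe-1-1-/- livers was 1444.19 normalised counts, which argues against a deletion. Since an exact 0 may be a failed estimate of the quantification, the 3 values are given as listed at 0. No biological explanation was tested.

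A shortage of tRNA-Phe could lower messenger RNAs whose proteins hold more phenylalanine. Across 14836 brain and 13033 liver genes, which are not independent replicates, the Spearman correlation of log2 fold change in tRNA-Phe-1-1-/- mice with the share of phenylalanine was -0.0218 and -0.0186. These values lie within the ranges given by unchanged groups (-0.0654 to 0.0668 and -0.0726 to 0.0757), and phenylalanine ranked 10 among the 20 amino acids in both tissues. A relation was not detectable, and this design does not decide whether there is one.

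Effects of the deletions on nearby genes were also examined. Within 1 Mb of the 7 tRNA-Phe genes, 2 genes were past the threshold in tRNA-Phe-1-1-/- brains (1.89 expected) and 24 in the livers (28.5 expected). Genes near the tRNA-Phe genes were thus not enriched among the changes. These windows held 173 tested brain genes and 157 tested liver genes, and they pooled all 7 positions. An effect near the deleted gene alone is therefore not excluded. Which of the 7 positions is the deleted gene was not analysed here.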
